A study of Homo sapiens with 24 samples. Its data were reported in "Nuclear localization of TET2 requires β-catenin activation and correlates with favourable prognosis in colorectal cancer" (2023).

How the data were processed

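RNA-seq libraries of SW480 and SW620 cells were sequenced by the authors, and 24 gene tables, 1 per library, were used here. Per the labels, cells were infected with a Tet2CD or an empty lentivirus, selected with 5 µg/ml puromycin and treated for 24 h. The study's methods name TRIzol extraction, a TruSeq kit, a NextSeq 500 instrument, FastQC, Trimmomatic, RSEM with bowtie2 on an Ensembl transcriptome, and a normalization for GC content. The submitters' processing notes name Bowtie and RSEM without versions and the mouse build mm10, whereas every gene identifier in the tables is a human Ensembl identifier, so the tables were read as human. The authors deposited for each gene an expected count, which is RSEM's estimate of the fragments from that gene and need not be whole. The deposited tables also hold TPM, in which counts are divided by transcript length and scaled to the same sum in every library, and the authors' FPKM, which was not used here. No sign was found of how the stated GC normalization entered the expected counts, and the effective length equalled the length in 22 of the 24 tables. Whether the counting used strand is not given in the sources used here.

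The tables list 33382 genes. Symbols and GRCh38 positions were taken by gene identifier from GENCODE release 29, which matched 32777 of them (98.2%), and GC content was found for 33128. No gene of the mitochondrial genome is listed, so that list of markers had 0 measured members. Total expected counts per library ran from 2146123 to 4410567, which limits what can be seen of genes at a few counts. Where a group had no count, the fold was computed against a floor of 3 counts over the group and is a lower bound, and intervals and floors cover counting error only.

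Groups were taken from the labels as the combination of line, construct and treatment, 2 libraries each. The labels give no replicate numbers, so replicates 1 and 2 only name libraries in accession order. Nothing in the labels says that the libraries of a group came from separate cultures, so p-values measure only the spread between these libraries, which may be technical. In a chi-square test of their counts every pair of libraries differed by more than sampling noise, and none was treated as a duplicate. Library numbers 21 to 32 and 33 to 44 each hold the 12 groups once, and a term for this was tried as an alternative.

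Expected counts were rounded to whole numbers and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling and edgeR's filter on low counts, which left 15302 genes. All 24 libraries entered 1 fit with a mean for each of the 12 groups and 12 residual degrees of freedom, so that groups of 2 shared an estimate of the spread (common biological coefficient of variation 21.3%). Adjusted p-values are by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. Of the 14 comparisons, those of Tet2CD with vector and of the lines set 2 against 2 libraries with DMSO, those of TGFB1 or RepSox with DMSO averaged vector and Tet2CD cells (4 against 4), and differences between effects were tested as interaction contrasts. Standard errors were derived from the log2 fold change and its F statistic. Because TGFB1 and RepSox were set against the same DMSO libraries, no overlap between their effects was computed. Fold changes, the design, the gene lists, the rule for named genes and the alternatives except 4 kinds were fixed before the data were examined.

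The genes named are, for each comparison, up to 10 with the largest increase and 10 with the largest decrease among those past the threshold with a symbol, a mean log2 CPM of at least 1 and no overlap of libraries within a construct (not asked of interactions). From each gene list up to 2 members that rose and 2 that fell by smallest p were added, or the 2 with the largest absolute change as values where none passed, and TET2, RORA, SPARC, CDH1 and CTNNB1 always. VEGFA and AFAP1, and PMEPA1 with TGFB1 in SW620, were chosen after their values were seen. Some genes that the rule names are not reported here.

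The 24 lists were TGF-beta/SMAD targets, BMP/SMAD targets, epithelial genes, mesenchymal genes, WNT/beta-catenin targets, WNT pathway components, DNA methylation enzymes, germline genes, interferon-stimulated genes, proliferation, growth arrest, fatty acid metabolism, cholesterol synthesis, intestinal differentiation, hypoxia and glycolysis, integrated stress response, heat shock and immediate early genes, cytoskeleton and SRF targets, mitochondrial genome transcripts, ribosomal protein genes, blood cell, endothelial and fibroblast markers, and 5 genes the study names. The 21 lists with at least 5 measured members were tested with camera (limma 3.58.1), which asks whether a list moved more than other genes, with a preset correlation between genes of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. The mesenchymal minus epithelial score used log2(CPM + 1) and an exact permutation test, two-sided.

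The exceptions, added after seeing the data, are the fits and list tests without 3 libraries that stand apart, a permutation of the score within construct, a term for the run of library numbers within each line and construct, and list tests without TET2. Without TET2 the study's own list fell under 5 members and was not tested. Alternatives were DESeq2 1.42.0, relative log expression scaling, no filter on low counts, an offset per library for GC content (lowess span 0.3), a term for the library number, the libraries of 1 line alone, each construct alone, averages over treatments, and each library left out in turn. For the score they were a pseudocount of 0.25, z-scores and the deposited TPM. Tests were checked on simulated data with 200 changed genes. At a 2-fold change 19.4% were recovered for Tet2CD in SW480 (15138 genes), 17.9% for Tet2CD in SW620 (15138 genes), 56.7% for TGFB1 in SW480 (15116 genes) and 58.2% for RepSox in SW480 (15131 genes), and at 4-fold 63.6%, 68.2%, 83.3% and 89.4%. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.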

Results

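Transcript levels were measured by RNA-seq in SW480 and SW620, 2 human colorectal adenocarcinoma cell lines established from the same patient, SW480 from the primary tumour and SW620 from a metastasis. Each line carried a lentivirus with the catalytic domain of TET2 (Tet2CD), the part of this dioxygenase that oxidises 5-methylcytosine, or the empty vector. The cells were kept for 24 h in DMSO, in 4 ng/ml of the cytokine TGFB1, or in 1 µM RepSox, an inhibitor of the TGF-beta receptor kinase ALK5. The study's text differs from the sample labels on the ligand and on how long the treatment lasted, and the labels are followed here. The 12 combinations of line, construct and treatment were each represented by 2 libraries, 24 in all. The total expected count per library ran from 2146123 to 4410567 with a median of 3653712, and 15302 of the 33382 genes listed had enough counts to be tested. Log2 fold changes below are given with their standard errors (SE) or as values, levels are in CPM (counts scaled to library size) as mean ± SD over 2 libraries, and positions are on GRCh38.

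The libraries separated first by cell line. The first principal component held 62.8% of the variance and the second 14.8%, and the correlation of log2 CPM between the libraries of a group lay between 0.889 and 0.985. The 3 libraries of SW480 Tet2CD cells numbered replicate 1 stood apart from their partners. Their log2 differences from replicate 2 had an SD over genes of 0.697 with DMSO, 0.968 with TGFB1 and 1.133 with RepSox, against 0.409 to 0.541 in the other 9 groups. Across genes these differences correlated between the 3 treatments at 0.603 to 0.714. Ribosomal protein genes took 10.09%, 11.75% and 14.96% of their counts, whereas the other 21 libraries had 5.72% to 9.39%. The mean GC content of their counted genes was 52.42%, 53.15% and 53.57%, above the 49.49% to 51.69% of the others. TET2, which the construct adds to, stood at 894, 827 and 270 CPM in them with DMSO, TGFB1 and RepSox, against 1850, 2640 and 1690 CPM in replicate 2. Counts and selected list tests are also given without these 3 libraries, an alternative chosen after seeing the data, as were list tests without TET2.

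**Figure D1:**
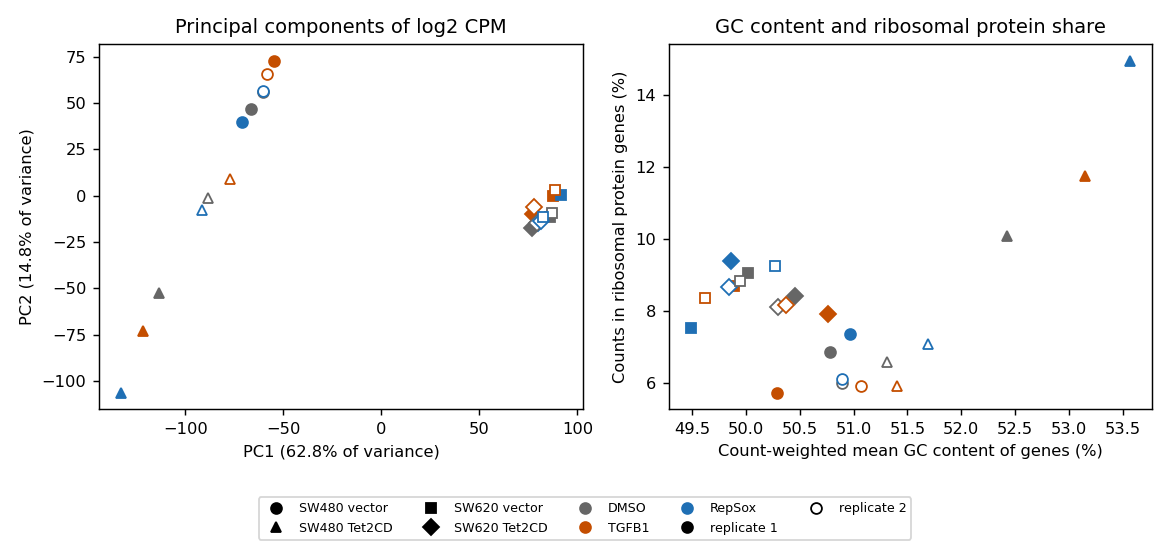
Left, the first and second principal components of log2 CPM for the 24 libraries (62.8% and 14.8% of the variance). Right, the count-weighted mean GC content of genes (%, horizontal axis) against the share of counts in ribosomal protein genes (%, vertical axis). Shape gives line and construct, colour the treatment, and filled or open symbols replicate 1 or 2. The 3 SW480 Tet2CD replicate 1 libraries have ribosomal protein shares of 10.09%, 11.75% and 14.96%, above all others.

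The first comparison asked which transcripts differed when SW480 cells carried Tet2CD. TET2 itself (ENSG00000168769, chromosome 4, 105145875 to 105279816, plus strand) stood at 1370 ± 675 CPM in Tet2CD cells and 17.5 ± 4.88 CPM in vector cells, a log2 fold change of 6.28 (SE 0.75, adjusted p = 0.000115), in which reads from the construct and from the cell's own gene cannot be separated. The matricellular protein gene SPARC (ENSG00000113140, chromosome 5, 151661096 to 151687165, minus strand) rose from 1.01 ± 1.06 to 66.7 ± 1.17 CPM (6.06, SE 0.70, adjusted p = 0.000356). The nuclear receptor gene RORA (ENSG00000069667, chromosome 15, 60488284 to 61229319, minus strand) had 43.7 ± 11.9 CPM against 32.7 ± 3.42 CPM in vector cells and was not called (0.43, SE 0.38, adjusted p = 0.469). Among genes that met the rule for naming, the imprinted non-coding gene H19 and the antisense gene AFAP1-AS1 had the largest increases. The adipogenic and intestinal nuclear receptor gene PPARG fell.

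H19 (ENSG00000130600, chromosome 11, 1995176 to 2001470, minus strand) went from 0.569 ± 0.442 to 887 ± 184 CPM, a log2 fold change of 10.57 (SE 0.86, adjusted p = 2.69e-06). AFAP1-AS1 (ENSG00000272620, chromosome 4, 7754090 to 7778928, plus strand) went from 0.256 ± 0.362 to 180 ± 27.8 CPM (9.20, SE 0.38, adjusted p = 3.92e-10). Because no strand setting is given for the counting, single reads from this gene and from its antisense partner AFAP1 cannot be told apart where the genes overlap, and AFAP1 itself stood at 0.52 (SE 0.23, adjusted p = 0.165). Among the other leading genes, RAB34 rose by 8.0, the serine protease gene PRSS8 by 6.34, the steroid dehydrogenase gene HSD17B14 by 6.32 and the alkaline phosphatase gene ALPG by 6.12 on the log2 scale. Another 3 genes had no count in vector cells and were at least 40.4-fold (XG), at least 37.4-fold (CKM, muscle creatine kinase) and at least 26.7-fold (PNMA5) higher, against a floor of 3 counts over the group. PPARG (ENSG00000132170, chromosome 3, 12287368 to 12434356, plus strand) fell from 15.5 ± 1.70 to 1.78 ± 0.295 CPM (-3.07, SE 0.28, adjusted p = 1.07e-05). Other genes with large decreases were KLHL11 (-3.39), the epidermal structural gene FLG (-3.17), the phosphodiesterase gene PDE2A (-3.09), BCAN-AS2 (-3.06) and ZFPM2 (-2.80). LIMS3 was also lower (-2.78), but it has near-identical copies that may share its reads, so its value is uncertain.

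Of 18 measured intestinal differentiation genes 8 rose and 0 fell (8 and 1 adjusted over the list alone, list adjusted p = 0.0509 with an estimated correlation). Among them were the transcription factor gene KLF4 (1.81) and the mucin gene MUC13 (1.68). Of 22 interferon-stimulated genes 4 rose and 0 fell (8 and 0 adjusted over the list alone), led by BST2 (3.48) and MX1 (1.97). Mesenchymal genes included COL5A1 (4.73) and SPARC among 3 of 21 that rose, and the integrin gene ITGA5 (-0.81) as the 1 that fell. The actin-binding genes TPM2 (3.81) and TAGLN (1.93) were among 4 of 19 cytoskeletal genes that rose, and FLNA (-0.61) fell. Of 25 epithelial genes 4 rose, with PRSS8 and CLDN3 (1.89) among them, and 2 fell, the splicing regulator genes ESRP1 (-0.80) and ESRP2 (-0.71). CDH1 (ENSG00000039068, chromosome 16, 68737225 to 68835548, plus strand), which encodes E-cadherin, was not called (0.15, SE 0.25, adjusted p = 0.705). The WNT antagonist genes DKK4 (4.16) and NOTUM (1.44) were the 2 of 24 WNT/beta-catenin targets that rose, and 0 fell. Among WNT pathway components the receptor gene FZD10 rose (2.53) and the co-receptor gene LRP6 fell (-1.3), while CTNNB1 (ENSG00000168036, chromosome 3, 41194741 to 41260096, plus strand), the gene of beta-catenin, had a value of -0.54 (SE 0.25, adjusted p = 0.182).

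Of 18 hypoxia and glycolysis genes 5 fell, LDHA (-0.62) and NDRG1 (-0.81) among them, and 1 rose, ALDOC (1.08), with a list adjusted p = 0.196 with an estimated correlation. The heat shock and immediate early genes EGR1 (-1.56) and HSPD1 (-0.60) were among 3 of 17 that fell. Of 27 proliferation genes MKI67 fell (-1.40) and CCNE1 rose (1.19), and of 18 integrated stress response genes DDIT4 alone fell (-1.3). In the TGF-beta/SMAD list CCN1 (1.69) and TGFBI (1.12) were among 3 of 25 that rose and ITGB6 (-1.51) fell, and MSX1 (2.05) was the 1 of 7 BMP/SMAD targets that rose. Among DNA methylation enzymes TET2 and MBD4 (0.63) rose and OGT fell (-1.51). FADS2 (0.77), SREBF1 (0.61) and ACACA (-0.69) changed among 28 fatty acid metabolism genes, CDKN2C (0.86) among 12 growth arrest genes, and none of 20 cholesterol synthesis genes. Ribosomal protein genes had 0 calls among 30, with a median of 0.40, and these are among the genes in which the 3 libraries named above differ. Of the markers of other cell types, CD4 rose (2.49) and CD68 was at least 5.1-fold lower among 5 blood cell markers, ESAM rose (2.81) among 3 endothelial markers and FBLN1 rose (3.02) among 5 fibroblast markers. None of 3 germline genes was called, with MAGEB2 at least 1.26-fold higher (adjusted p = 0.199) and STK31 at -0.24.

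Across all genes, 641 were higher and 394 lower in SW480 Tet2CD cells (1035 in total, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 510 and 239 of them differed at least 2-fold. Without the 3 replicate 1 libraries, 778 were higher and 828 lower. The total was 196 with SW480 libraries alone, 2367 without the filter on low counts and 8336 averaged over the 3 treatments. An offset for GC content gave 702 higher and 751 lower, and DESeq2 722 and 700. The total fell to 217 without SW480 Tet2CD DMSO replicate 1, to 288 without SW480 vector DMSO replicate 1 and to 177 without SW480 vector DMSO replicate 2, and 25 of the 59 named genes past the threshold passed it whichever library was left out. In the list tests with the preset correlation, 8 of 21 lists were past the threshold, and with an estimated correlation 0 were. With the 3 replicate 1 libraries left out, 5 lists held with an estimated correlation, interferon-stimulated genes (adjusted p = 0.00607), intestinal differentiation (0.015), fibroblast markers (0.028), heat shock and immediate early genes (0.0478) and the study's own 5 genes (0.00145). Proliferation, down, then passed with the preset correlation (0.00941, and adjusted p = 0.0671 with an estimated correlation). With all libraries the adjusted p was 0.00163 for intestinal differentiation (adjusted p = 0.0509 with an estimated correlation), 0.00678 for interferon-stimulated genes (adjusted p = 0.0509 with an estimated correlation) and 0.0147 for heat shock and immediate early genes (adjusted p = 0.148 with an estimated correlation). The adjusted p was 0.015 for hypoxia and glycolysis (adjusted p = 0.196 with an estimated correlation) and 0.015 for BMP/SMAD targets (adjusted p = 0.163 with an estimated correlation). It was 0.015 for fibroblast markers (adjusted p = 0.111 with an estimated correlation) and 0.0408 for mesenchymal genes (adjusted p = 0.111 with an estimated correlation, and adjusted p = 0.0668 without the 3 replicate 1 libraries). The 5 genes the study named had 0.00678 (adjusted p = 0.196 with an estimated correlation). This list holds TET2 and may have been chosen partly on these samples, so it was not taken as independent evidence. The other lists had adjusted p of 0.0677 for ribosomal protein genes, 0.155 for proliferation, 0.179 for epithelial genes, 0.195 for growth arrest, 0.699 for the stress response, 0.87 for TGF-beta/SMAD targets and for blood cell markers, 0.907 for cholesterol synthesis, and 0.947 for WNT/beta-catenin targets, WNT pathway components, DNA methylation enzymes, fatty acid metabolism and cytoskeletal genes. The DNA methylation enzymes turned from down to up without the 3 replicate 1 libraries (adjusted p = 0.00656, and adjusted p = 0.131 with an estimated correlation). With TET2, which the construct supplies, taken out of the list they stayed down (adjusted p = 0.792). The median and the mean had opposite signs for TGF-beta/SMAD targets (0.11 and -0.04), WNT/beta-catenin targets (-0.19 and 0.12), DNA methylation enzymes (-0.15 and 0.15) and cytoskeletal genes (-0.23 and 0.19).

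**Figure D2:**
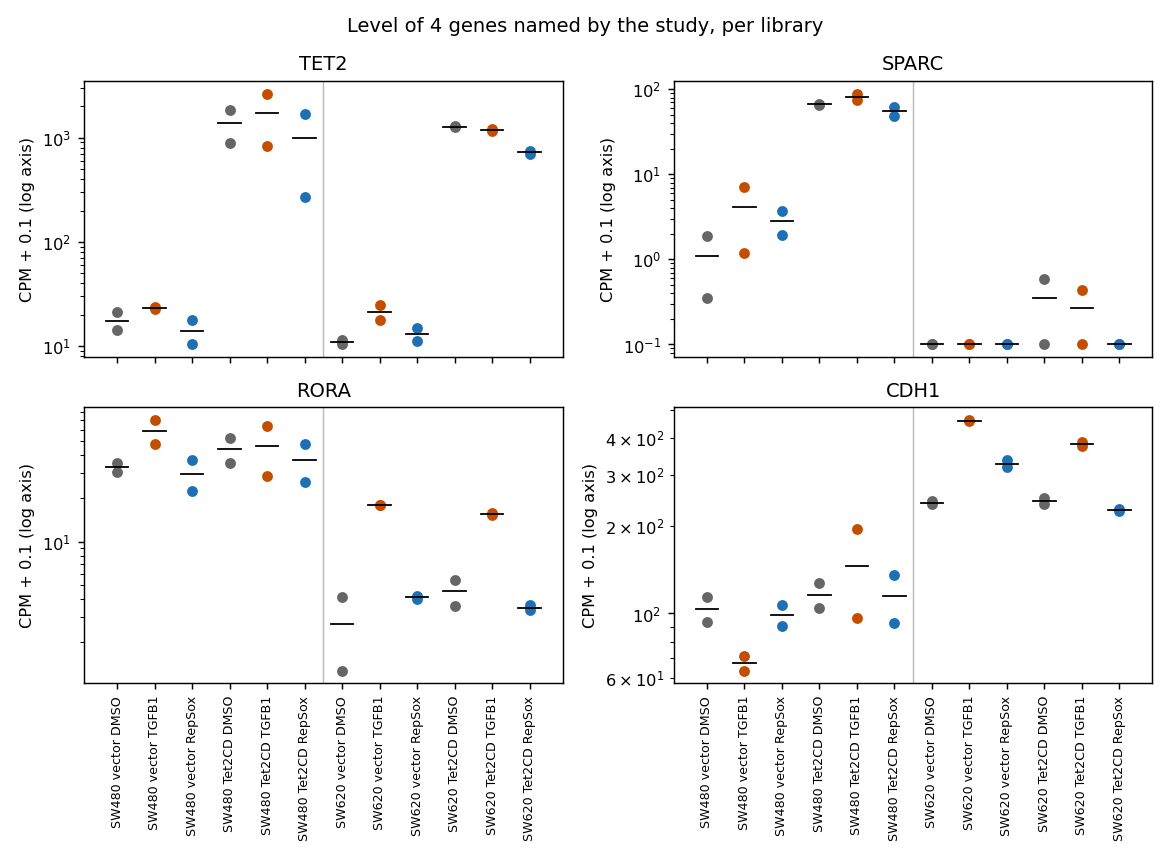
Level of TET2, SPARC, RORA and CDH1 in each library (CPM + 0.1, log axis) for the 12 groups. Points are libraries, coloured by treatment, and bars are the mean of 2. TET2 is at 1370 CPM in SW480 Tet2CD cells with DMSO and 1270 CPM in SW620 Tet2CD cells, and SPARC with DMSO is at 66.7 CPM in SW480 Tet2CD and 1.01 CPM in SW480 vector cells.

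In SW620 cells Tet2CD was present at a similar level and few genes were called. TET2 stood at 1270 ± 5.67 CPM against 11 ± 0.647 CPM in vector cells (6.85, SE 0.78, adjusted p = 0.00195). H19 rose from 5.59 ± 0.851 to 85.8 ± 3.01 CPM (3.93, SE 0.62, adjusted p = 0.0421), and AFAP1-AS1 from 0.448 ± 0.196 to 5.19 ± 0.739 CPM (3.42, SE 0.48, adjusted p = 0.0139). The tight junction gene CLDN7 (ENSG00000181885, chromosome 17, 7259903 to 7263983, minus strand) rose from 5.25 ± 0.865 to 25.7 ± 1.98 CPM (2.28, SE 0.37, adjusted p = 0.045). These 4 were the only genes past the threshold, all higher and at least 2-fold. SPARC was at or under the floor of 3 counts in both groups and its difference was not detectable at this depth, and RORA (0.78, SE 0.59, adjusted p = 1), CDH1 (0.02) and CTNNB1 (0.03) were not called.

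Among the groups, CLDN7 was the 1 epithelial gene and TET2 the 1 DNA methylation enzyme that rose, and 2 fatty acid metabolism genes passed adjusted over the list alone, with FADS2 at 1.07 (adjusted p = 0.532 over all genes). With the preset correlation 6 lists were past the threshold: DNA methylation enzymes (adjusted p = 0.0127), fatty acid metabolism and cholesterol synthesis, both up (0.029 each), hypoxia and ribosomal protein genes, both down (0.029 each), and the study's own 5 genes (4.43e-06). None of these held with an estimated correlation (adjusted p = 0.472, 0.388, 0.472, 0.452, 0.809 and 0.217 in the same order). TET2, which the construct supplies, is the only called member of the DNA methylation list, and without it that list had an adjusted p = 0.564. Without the 3 SW480 libraries the DNA methylation enzymes (adjusted p = 0.00161) and the study's 5 genes (adjusted p = 4.51e-05) passed with an estimated correlation, both with TET2 among them. The former did not pass without TET2 (adjusted p = 0.487 with an estimated correlation). The total was 42 without the filter on low counts, 48 averaged over treatments, 7 with SW620 libraries alone, 2 with relative log expression scaling and 9 without the 3 SW480 libraries. At an unadjusted p under 0.05 there were 416 genes, fewer than the 765 that chance would give. The call for TET2 ended without SW620 vector DMSO replicate 1 (adjusted p = 0.307) or SW620 vector DMSO replicate 2 (adjusted p = 0.171), and those for H19, AFAP1-AS1 and CLDN7 ended without any 1 of the 4 libraries. The total was then 1 without SW620 Tet2CD DMSO replicate 1 or replicate 2 and 0 without SW620 vector DMSO replicate 1 or replicate 2.

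The difference between the lines was tested directly, since the study describes genes raised by Tet2CD in SW480 and not in SW620. The increase was larger in SW480 for H19 (6.63, SE 1.12, adjusted p = 0.0103), AFAP1-AS1 (5.78, SE 1.05, adjusted p = 0.0277), the laminin gene LAMC3 (5.68), the carbonic anhydrase gene CA12 (5.16), COL6A2 (4.5), TPM2 (3.83), FBLN1 (2.63), FZD10 (2.57), MX1 (2.06), NOTUM (1.59) and TGFBI (1.15). PPARG fell more in SW480 (-2.94, SE 0.34, adjusted p = 0.00166), followed by ZNF618 (-2.54), COLGALT2 (-2.44), KIF21B (-2.42) and the pyrimidine synthesis gene CAD (-1.46). TET2 (-0.57, adjusted p = 0.826) and RORA (-0.35, SE 0.70, adjusted p = 0.865) did not differ between the lines beyond the spread. For SPARC (adjusted p = 0.978) SW620 has too few counts to decide. In all, 59 genes were higher and 15 lower in this test (74 in total), of which 4 of the 28 named ones (CABP4, LAMC3, COL6A2 and PPARG) passed whichever library was left out. Intestinal differentiation (adjusted p = 0.000272, and adjusted p = 0.0423 with an estimated correlation) and interferon-stimulated genes (0.00681, and adjusted p = 0.0423 with an estimated correlation) were higher in SW480 with either correlation, although 0 and 1 of their members were called over all genes and 7 and 3 adjusted over the list alone. Fibroblast markers (0.00681, and adjusted p = 0.0606 with an estimated correlation) and ribosomal protein genes (0.00188, and adjusted p = 0.662 with an estimated correlation) did not hold. Fibroblast markers did without the 3 replicate 1 libraries (0.000666, and adjusted p = 0.0253 with an estimated correlation). Without the 3 replicate 1 libraries 136 were higher and 153 lower, with a GC offset 78 and 37, and with DESeq2 107 and 105. The total was 434 without the filter and 3083 averaged over treatments. Without 1 DMSO library the total was 10 (SW480 vector replicate 2), 19 (SW620 Tet2CD replicate 2), 21 (SW480 vector replicate 1), 24 (SW480 Tet2CD replicate 1), 26 (SW620 Tet2CD replicate 1), 30 (SW620 vector replicate 1) or 34 (SW620 vector replicate 2).

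TGFB1 in SW480 cells raised hypoxia-associated and known TGF-beta response genes and left epithelial genes uncalled. The stress-induced gene NDRG1 (ENSG00000104419, chromosome 8, 133237171 to 133302022, minus strand) rose in vector cells from 430 ± 0.977 to 1160 ± 45.0 CPM and in Tet2CD cells from 246 ± 8.42 to 540 ± 53.7 CPM (1.28, SE 0.13, adjusted p = 0.000263). PMEPA1 (ENSG00000124225, chromosome 20, 57648392 to 57711536, minus strand), a SMAD target that encodes an inhibitor of the pathway, rose from 85.9 ± 5.60 to 178 ± 2.29 CPM in vector cells (1.07, SE 0.10, adjusted p = 0.000187). Other increases were CD7 (2.48), the cytokine gene IL11 (1.57), the collagen genes COL27A1 (1.56) and COL7A1 (1.37), MIR210HG, host of the hypoxia-induced miR-210 (1.45), JUNB (0.88) and ITGA5 (0.87). Decreases were seen in the transketolase-like gene TKTL1 (-2.21), the coenzyme Q gene COQ3 (-1.89), CD22 (-1.82), PRSS33 (-1.72), the chemokine gene CXCL14 (-1.38) and NEK3 (-1.22).

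Of 18 hypoxia and glycolysis genes 7 rose and 0 fell (12 and 0 adjusted over the list alone), with NDRG1, LDHA (0.81) and VEGFA (1.14, adjusted p = 0.0268) among them and a list median of 0.61. Of 25 TGF-beta/SMAD targets 4 rose and 1 fell (7 and 1 adjusted over the list alone), the latter the pseudoreceptor gene BAMBI (-0.78). Cholesterol synthesis had CYP51A1 (0.63) as its 1 call of 20 and 5 adjusted over the list alone. No proliferation gene was called and 3 of 27 were lower adjusted over the list alone, with a list median of -0.27. Single calls came from growth arrest (BTG1, 0.81), stress response (DDIT4, 0.75), immediate early (EGR1, 0.73) and mesenchymal genes (ITGA5). The blood cell marker CD68 was also called higher (adjusted p = 0.021), at 2.33 ± 0.0315 CPM with DMSO and 3.53 ± 1.16 CPM with TGFB1 in vector cells and at 0 and 2.45 ± 1.71 CPM in Tet2CD cells, a call that ended without any 1 of 6 of the 8 libraries. None of 25 epithelial genes passed, with CDH1 at -0.14 (SE 0.18, adjusted p = 0.822) on average over the constructs. CDH1 stood at 104 ± 14.3 CPM with DMSO and 67.4 ± 5.68 CPM with TGFB1 in vector cells and at 115 ± 16.7 and 146 ± 69.8 CPM in Tet2CD cells, and the difference of these effects was not past the threshold (0.96, SE 0.35, adjusted p = 0.911). RORA (0.46, SE 0.26, adjusted p = 0.518), SPARC (1.16, SE 0.49, adjusted p = 0.342) and CTNNB1 (-0.41, SE 0.17, adjusted p = 0.314) were not called.

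The list test placed hypoxia and glycolysis (adjusted p = 1.41e-19, and adjusted p = 0.000568 with an estimated correlation) and TGF-beta/SMAD targets (1.54e-05, and adjusted p = 0.0243 with an estimated correlation) above other genes, and proliferation below (1.46e-07, and adjusted p = 0.00136 with an estimated correlation). Cholesterol synthesis (6.5e-07) had an adjusted p = 0.101 with an estimated correlation, mesenchymal genes had 0.0522 and epithelial genes 0.897. In total 112 genes were higher and 48 lower (160), of which 33 and 16 differed at least 2-fold. Without the 3 replicate 1 libraries 503 rose and 499 fell, with a GC offset 198 and 136. The total was 406 with DESeq2, 297 without the filter and highest with a run term per line and construct (below). Vector cells alone gave 81 and Tet2CD cells alone 14. The libraries of SW480 cells alone gave 0 genes, against 1967 at an unadjusted p under 0.05 in the fit of all libraries. Leaving out SW480 vector DMSO replicate 1 gave 49, vector TGFB1 replicate 2 57, vector DMSO replicate 2 71, vector TGFB1 replicate 1 81, Tet2CD DMSO replicate 1 81, Tet2CD DMSO replicate 2 94 and Tet2CD TGFB1 replicate 1 278, and 17 of 30 named genes passed whichever library was left out.

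TGFB1 in SW620 cells changed more genes, with hypoxia, cholesterol synthesis and stress response genes higher and cell cycle genes lower. The glucose transporter gene SLC2A3 rose from 46.4 ± 6.54 to 548 ± 4.13 CPM in vector cells and from 35.4 ± 6.15 to 571 ± 102 CPM in Tet2CD cells (3.79, SE 0.16, adjusted p = 3.73e-10). NDRG1 rose from 49.9 ± 3.21 to 278 ± 4.41 CPM in vector cells (2.46, SE 0.14, adjusted p = 2.24e-08). RORA rose from 2.60 ± 2.02 to 17.9 ± 0.087 CPM in vector cells and from 4.42 ± 1.33 to 15.5 ± 0.354 CPM in Tet2CD cells (2.29, SE 0.35, adjusted p = 0.000321). The epithelial marker CDH1 was also higher, at 461 ± 4.03 against 241 ± 4.68 CPM in vector cells and 382 ± 9.04 against 244 ± 8.22 CPM in Tet2CD cells (0.79, SE 0.17, adjusted p = 0.00474).

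The largest increases were in the chemokine gene CCL20 (4.16), SLC2A3, LBH (3.25), the hypoxia-inducible prolyl hydroxylase gene EGLN3 (3.13), the focal adhesion gene TNS1 (3.11), SWINGN (3.10), FGF17 (2.72), the calcium channel gene CACNA1C (2.72) and IL32 (2.67). The largest decreases were in HPDL (-2.27), the cholesterol exporter gene ABCA1 (-2.22), the proline synthesis gene PYCR3 (-2.17), FREM1 (-2.13), NMU (-2.09), SPA17 (-1.91), KLF9 (-1.88) and MIR17HG (-1.80). RGPD5 (2.90) and RGPD6 (-2.63) moved in opposite directions, and as near-identical copies that share reads both values are uncertain.

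Of 18 hypoxia and glycolysis genes 14 rose and 0 fell, with a list median of 1.29 and VEGFA at 1.96 (adjusted p = 3.94e-05). Of 20 cholesterol synthesis genes 17 rose and 0 fell, among them INSIG1 (1.70). Of 18 integrated stress response genes 12 rose, led by DDIT4 (2.28) and PPP1R15A (1.43), and 6 of 12 growth arrest genes did, including the CDK inhibitor genes CDKN1A (1.34) and CDKN2B (0.98). Of 27 proliferation genes 18 fell and 0 rose, including PCNA (-1.3) and MCM6 (-1.20), with a list median of -0.75. Of 25 TGF-beta/SMAD targets 11 rose and 0 fell, including ITGB6 (1.44), with PMEPA1 at 0.47 (adjusted p = 0.00581). Epithelial genes had 6 higher and 1 lower of 25, with ELF3 (1.68) and TJP3 (1.01) above and ESRP2 (-0.42) below. Mesenchymal genes had 2 higher, ITGA5 (2.18) and COL1A1 (0.83), and 1 lower, the tenascin gene TNC (-1.28), of 21. Intestinal differentiation genes had 6 higher of 18, including FABP1 (3.20) and KLF5 (1.27). WNT/beta-catenin targets had 2 higher and 3 lower, such as PROM1 (0.71), NOTUM (-0.96) and EPHB2 (-0.58), and WNT components 5 higher, such as WNT10A (1.65). Among DNA methylation enzymes TET1 (0.56) and IDH1 (0.56) rose, and UHRF1 (-1.47) and DNMT3B (-1.01) fell, while TET2 was at 0.42 (SE 0.45, adjusted p = 0.595). FOS (1.54) and IER3 (1.10) were among 5 heat shock and immediate early genes that rose and HSPE1 (-0.63) among 2 that fell, ID1 (0.76) among 3 BMP/SMAD targets that rose, and ACSL1 (1.81) among 5 fatty acid genes that rose, with HADH (-0.85) as the 1 that fell. Interferon-stimulated genes had 6 higher, such as OAS1 (0.85), and 1 lower, MX1 (-0.60). FHL2 (0.83) rose among cytoskeletal genes and VWF (1.11) among 3 endothelial markers, COL1A1 was the 1 of 5 fibroblast markers, and 0 ribosomal protein genes, blood cell markers or germline genes were called.

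With either correlation the list test was past the threshold for hypoxia (adjusted p = 5.88e-29, and adjusted p = 5.16e-05 with an estimated correlation), proliferation, down (2.49e-17, and adjusted p = 4.34e-05 with an estimated correlation), cholesterol synthesis (3.44e-16, and adjusted p = 0.00779 with an estimated correlation) and stress response (1.15e-10, and adjusted p = 0.0438 with an estimated correlation). It was also past the threshold with either for TGF-beta/SMAD targets (adjusted p = 5.66e-07, and adjusted p = 0.00779 with an estimated correlation), growth arrest (8.03e-05, and adjusted p = 0.00779 with an estimated correlation) and epithelial genes, up (0.00204, and adjusted p = 0.00913 with an estimated correlation). Intestinal differentiation (0.00426) had an adjusted p = 0.055 with an estimated correlation and heat shock genes (0.00796) an adjusted p = 0.0857 with an estimated correlation, and mesenchymal genes had 0.275. Without the 3 SW480 libraries intestinal differentiation held (adjusted p = 0.03 with an estimated correlation) and the stress response did not (adjusted p = 0.152 with an estimated correlation). In total 1271 genes were higher and 1112 lower (2383), and 523 and 205 differed at least 2-fold. Without the 3 SW480 libraries, which enter through the shared estimate of the spread and the filter on low counts, the total was 5447 and held all 2383, and the SW620 libraries alone gave 5761, vector cells alone 759 and Tet2CD cells alone 733. The total was 1516 without SW620 Tet2CD DMSO replicate 1, 1527 without SW620 vector TGFB1 replicate 2, 1565 without SW620 vector DMSO replicate 2 and 1566 without SW620 vector DMSO replicate 1, and 52 of 64 named genes passed whichever library was left out.

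**Figure D3:**
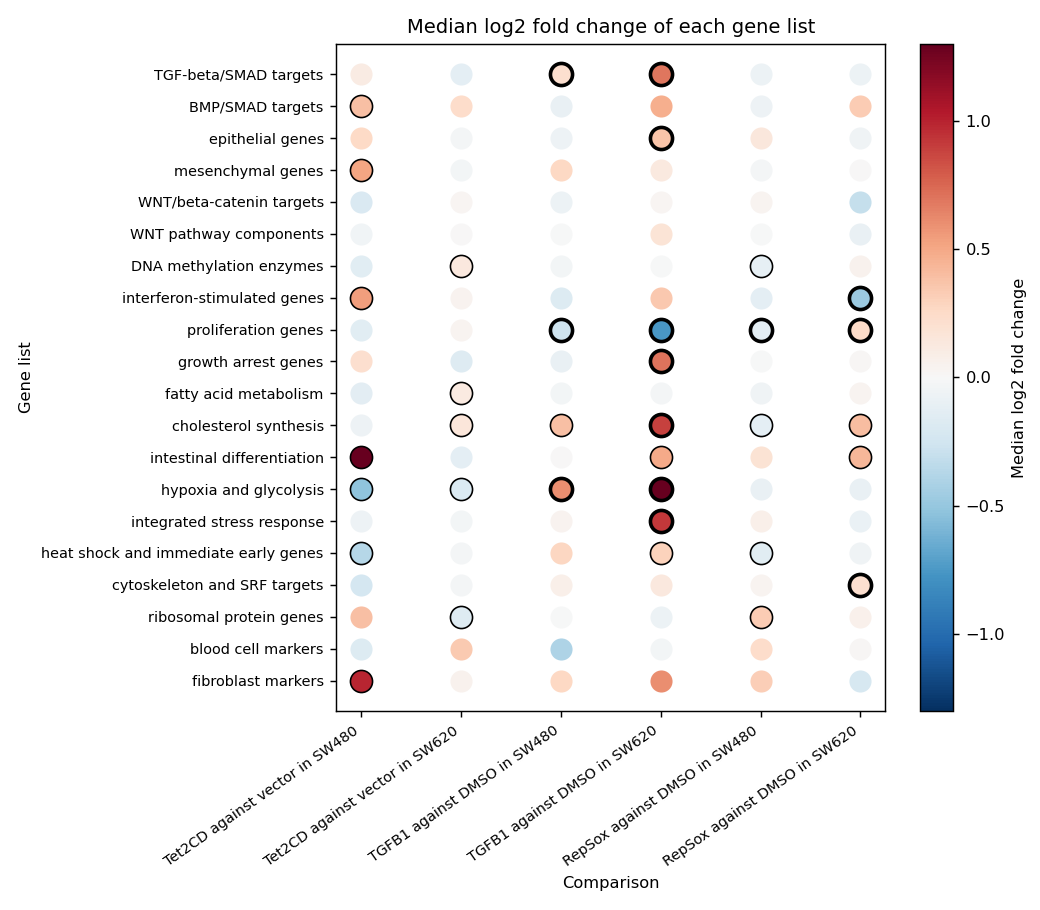
Median log2 fold change of each gene list (colour) in 6 comparisons (columns). A thin outline marks an adjusted p under 0.05 with the preset correlation and a thick outline one that also holds with an estimated correlation. With TGFB1 the hypoxia and glycolysis list has medians of 0.61 in SW480 and 1.29 in SW620, and the proliferation list -0.27 and -0.75.

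The response to TGFB1 differed between the lines for 317 genes, 138 higher and 179 lower in SW480 relative to SW620. The increase in SW620 exceeded that in SW480 for SLC2A3 (-3.43, SE 0.20, adjusted p = 1.13e-07), LBH (-2.57), TNS1 (-2.55), EGLN3 (-2.18), PFKFB4 (-1.78), DDIT4 (-1.54), CDKN1A (-1.44), INSIG1 (-1.34), ITGA5 (-1.32) and ELF3 (-1.26). PMEPA1 rose more in SW480 (0.60, SE 0.15, adjusted p = 0.044), a call that ended without any 1 of 15 of the 16 libraries, and CADM1 (2.41), HSD11B2 (2.40), NFIA (2.26), MCM6 (1.04) and PCNA (0.93) were relatively higher there. RORA was past the threshold (-1.83, SE 0.44, adjusted p = 0.0401), but omission of 13 of the 16 libraries ended its call, each taken alone, with adjusted p up to 0.162 without SW620 vector DMSO replicate 2. With both correlations the SW620 response was the stronger for hypoxia (adjusted p = 2.49e-11, and adjusted p = 0.00413 with an estimated correlation), stress response (2.49e-11, and adjusted p = 0.0353 with an estimated correlation) and proliferation, as a larger decrease (4.7e-09, and adjusted p = 0.00126 with an estimated correlation). It was also the stronger for cholesterol synthesis (adjusted p = 4.7e-09, and adjusted p = 0.0356 with an estimated correlation), growth arrest (8.67e-05, and adjusted p = 0.00882 with an estimated correlation) and epithelial genes (0.00143, and adjusted p = 0.0104 with an estimated correlation). Interferon-stimulated genes were lower in SW480 relative to SW620 (0.00966, and adjusted p = 0.0341 with an estimated correlation), although the list passed in neither line (adjusted p = 0.266, down, in SW480 and 0.115, up, in SW620). When the 3 replicate 1 libraries were left out, the stress response (adjusted p = 0.161 with an estimated correlation), cholesterol synthesis, growth arrest and interferon-stimulated genes (adjusted p = 0.0672 with an estimated correlation for each) did not hold. TGF-beta/SMAD targets (0.0177), BMP/SMAD targets (0.00966), WNT components (0.0267) and the study's own 5 genes (0.00966) did not hold (adjusted p = 0.151, 0.111, 0.245 and 0.245 with an estimated correlation). Without the 3 replicate 1 libraries 762 genes were higher and 565 lower, DESeq2 gave 585 and a GC offset 635 in total. Leaving out 1 library gave 128 to 429, and 18 of 41 named genes passed each time. Among SW620 libraries the total was 128 without Tet2CD DMSO replicate 2, 142 without vector DMSO replicate 2 or vector TGFB1 replicate 1, 144 without Tet2CD DMSO replicate 1, 145 without vector TGFB1 replicate 2 and 153 without vector DMSO replicate 1. Among SW480 libraries it was 145 without vector DMSO replicate 1, 155 without vector DMSO replicate 2, 165 without vector TGFB1 replicate 2, 176 without vector TGFB1 replicate 1 and 204 without Tet2CD DMSO replicate 2.

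RepSox in SW480 cells left no gene past the threshold in edgeR's quasi-likelihood test, with 433 genes at an unadjusted p under 0.05. DESeq2 called 1 gene, edgeR without the filter on low counts 38, and relative log expression scaling 0. Values among list members included PRSS8 at 1.43 (SE 0.84), XAF1 at -0.93, FZD1 at -0.59 and ANKRD37 at 0.55, and CDH1 stood at -0.04 (SE 0.18), each with adjusted p = 1. The proliferation list lay slightly below other genes, with a median of -0.13 (adjusted p = 0.000145, and adjusted p = 0.0182 with an estimated correlation). This did not hold without the 3 replicate 1 libraries (adjusted p = 0.0626 with an estimated correlation). Ribosomal protein genes (up, 9.28e-07), heat shock genes (0.00558), DNA methylation enzymes (0.0222) and cholesterol synthesis (0.026, all 3 down) did not hold (adjusted p = 0.598, 0.197, 0.598 and 0.598 with an estimated correlation), and the library with the highest ribosomal protein share, 14.96%, belongs to this comparison. Epithelial genes lay above other genes by value (median 0.15, adjusted p = 0.202, and adjusted p = 0.415 with an estimated correlation). Without the 3 replicate 1 libraries they were past the threshold, up (adjusted p = 0.0303), but not with an estimated correlation (adjusted p = 0.147 with an estimated correlation). Without those libraries 0 genes were called, and without SW480 Tet2CD RepSox replicate 2, 11 were.

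RepSox in SW620 cells raised RASD1, MUC2 and DKK1 and lowered EGR1. Of 24 WNT/beta-catenin targets 5 rose and 7 fell (list adjusted p = 0.145, and adjusted p = 0.544 with an estimated correlation), and of 25 epithelial genes 0 rose and 2 fell. The small GTPase gene RASD1 rose from 2.53 ± 1.39 to 55.4 ± 6.37 CPM in vector cells and from 2.49 ± 1.76 to 79.1 ± 1.3 CPM in Tet2CD cells (4.69, SE 0.34, adjusted p = 1.2e-06). The goblet cell mucin gene MUC2 (4.43), the carcinoembryonic antigen genes CEACAM6 (4.11) and CEACAM5 (3.68), the peptidylarginine deiminase gene PADI1 (3.55, SE 0.18, adjusted p = 6.46e-09), the WNT inhibitor gene DKK1 (3.0), CA6 (2.89), the Paneth cell defensin gene DEFA5 (2.83), MYCN (2.55) and MDGA1 (2.54) also rose. CEACAM5 and CEACAM6 have close paralogs, so their split is uncertain. EGR1 fell from 201 ± 9.82 to 39.8 ± 0.942 CPM in vector cells and from 112 ± 4.58 to 32.7 ± 2.28 CPM in Tet2CD cells (-2.06, SE 0.17, adjusted p = 7.39e-06). P2RX1 (-2.79), the zinc transporter gene SLC39A5 (-2.77), NYNRIN (-2.59), the folate receptor gene FOLR1 (-2.40), the coagulation factor gene F10 (-2.20) and CARNS1 (-2.13) had the other large decreases.

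Adjusted over the list alone, 5 WNT/beta-catenin targets rose and 10 fell, with DKK1 and PROM1 (1.05) higher and the stem cell marker LGR5 (-1.42) and NOTUM (-0.90) lower. WNT pathway components had WNT7B (1.39) and FZD4 (1.01) higher and AXIN1 (-0.89) among 3 lower. Intestinal differentiation genes went both ways, with 3 higher, CEACAM5 and CEACAM6 among them, and 4 lower, the transcription factor genes CDX2 (-1.21) and HNF4A (-0.74) among these. The TGF-beta/SMAD list had PMEPA1 (1.07, SE 0.11, adjusted p = 2.73e-05) and TGFBI (0.75) higher and CCN2 (-1.62) and TGFB1 (-0.81) lower. Epithelial genes had 2 lower of 25, TJP3 (-1.3) and CLDN3 (-1.24), with CDH1 at 0.17 (SE 0.17, adjusted p = 0.73), and mesenchymal genes TNC (1.84) and TAGLN (0.90) higher and COL1A1 (-1.09) lower. Cytoskeletal genes had 3 of 19 higher, such as FLNA (0.70) and TPM4 (0.74). Interferon-stimulated genes had IFIT1 (-1.72) as the 1 of 22 that fell and 6 lower adjusted over the list alone, and proliferation genes had 4 of 27 higher, such as MCM6 (0.45). Hypoxia genes split into 2 higher, such as NDRG1 (0.67), and 3 lower, such as ADM (-1.29) and SLC2A1 (-0.99). BMP/SMAD targets had SMAD6 (0.59) and BMP4 (0.51) higher and ID1 (-0.88) lower, and of the other groups SLC7A11 (1.12), GADD45A (0.83), PECAM1 (1.40) and CD4 (-1.60) were called. RORA had a value of 0.12 (SE 0.41, adjusted p = 0.955).

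The list test was past the threshold with both correlations for interferon-stimulated genes, down (adjusted p = 0.000772, and adjusted p = 0.014 with an estimated correlation), proliferation, up (0.000499, and adjusted p = 0.014 with an estimated correlation) and cytoskeletal genes, up (0.0136, and adjusted p = 0.0468 with an estimated correlation). Cytoskeletal genes did not hold without the 3 SW480 libraries (adjusted p = 0.18 with an estimated correlation). Cholesterol synthesis (0.000772) had an adjusted p = 0.3 with an estimated correlation and intestinal differentiation (0.0258) an adjusted p = 0.203 with an estimated correlation. In total 307 genes were higher and 410 lower (717). Without the 3 SW480 libraries the total was 2430 and held all 717, and SW620 libraries alone gave 2861, vector cells alone 132 and Tet2CD cells alone 141. Each of the 8 libraries lowered the total when left out, Tet2CD RepSox replicate 1 to 343 and replicate 2 to 375, Tet2CD DMSO replicate 1 to 353 and replicate 2 to 359, vector RepSox replicate 1 to 356 and replicate 2 to 412, and vector DMSO replicate 1 to 357 and replicate 2 to 362. Whichever was left out, 32 of 58 named genes passed.

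For RepSox the difference between the lines covered 157 genes, 107 higher and 50 lower in SW480 relative to SW620. The SW620 increase was the larger for RASD1 (-4.5), PADI1 (-3.46, SE 0.22, adjusted p = 4.52e-07), DKK1 (-3.13), CCND2 (-2.98), MDGA1 (-2.61), TNC (-1.72), PMEPA1 (-1.15, SE 0.15, adjusted p = 0.00121) and TGFBI (-0.88). The SW620 decrease was the larger for F10 (2.79), NYNRIN (2.76), AQP3 (2.70), FOLR1 (2.43), EGR1 (1.91, SE 0.24, adjusted p = 0.00121), TJP3 (1.5), CDX2 (1.41), NOTUM (1.20) and AXIN1 (0.94). Proliferation was lower in SW480 relative to SW620 (adjusted p = 6.23e-08, and adjusted p = 0.00129 with an estimated correlation), while cholesterol synthesis (9.55e-06) and cytoskeletal genes (0.0464) did not hold (adjusted p = 0.142 and 0.115 with an estimated correlation). WNT/beta-catenin targets were higher in SW480 relative to SW620 without the 3 replicate 1 libraries (adjusted p = 0.0473 with an estimated correlation). Without these libraries 577 genes were called, DESeq2 gave 314, the absence of the filter 262, and a GC offset gave 107 higher and 81 lower. The total was 776 without SW480 Tet2CD RepSox replicate 2, 151 without SW480 Tet2CD RepSox replicate 1, and 63 to 98 without any 1 of the other 14 DMSO and RepSox libraries of the lines. Of 30 named genes 15 passed each time.

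Whether the treatments moved the cells between epithelial and mesenchymal states was also scored per library, as the mean log2(CPM + 1) of 21 mesenchymal genes minus that of 25 epithelial genes. In SW620 cells the score was lower with TGFB1 (-3.383 ± 0.192) than with DMSO (-3.195 ± 0.104, SD, n = 4), a difference of -0.187 (exact permutation test, two-sided, p = 0.2), and higher with RepSox (-2.998 ± 0.137, difference 0.197, exact permutation test, two-sided, p = 0.114). In SW480 cells it was -3.071 ± 0.231 with TGFB1 and -3.295 ± 0.189 with DMSO (difference 0.224, exact permutation test, two-sided, p = 0.229) and -3.346 ± 0.281 with RepSox (difference -0.051, exact permutation test, two-sided, p = 0.771). Over the 4 exact permutation tests the adjusted p was 0.305 for all but RepSox in SW480 (0.771), and the smallest p that 4 against 4 libraries allow is 0.0286. These permutations ignore the construct. When libraries were exchanged only within a construct, a test chosen after seeing the data, the exact permutation test, two-sided, gave p = 0.0556 for TGFB1 and for RepSox in SW620, which is the smallest that its 36 arrangements allow. In SW480 this exact permutation test, two-sided, gave p = 0.222 for TGFB1 and p = 0.556 for RepSox (adjusted p = 0.111, 0.111, 0.296 and 0.556 over the 4 exact tests). Taken within construct and run of library numbers, the 4 differences were -0.296 to -0.078 with TGFB1 and 0.143 to 0.264 with RepSox in SW620, 0.129 to 0.402 with TGFB1 in SW480 and -0.221 to 0.047 with RepSox in SW480. Within each construct the SW620 libraries did not overlap: in vector cells the scores were -3.145 and -3.073 with DMSO, -3.223 and -3.211 with TGFB1 and -2.881 and -2.878 with RepSox, and in Tet2CD cells -3.274 and -3.290, -3.570 and -3.526, and -3.131 and -3.102 in the same order. The RepSox difference in SW480 changed sign without SW480 vector RepSox replicate 1 (0.022), SW480 vector RepSox replicate 2 (0.031) or SW480 Tet2CD DMSO replicate 2 (0.027). With z-scores in place of log2 values the RepSox difference in SW620 was 0.063 (exact permutation test, two-sided, p = 0.543), and the others were -0.26 for TGFB1 in SW620, 0.276 for TGFB1 in SW480 and -0.102 for RepSox in SW480 (exact permutation tests, two-sided, p = 0.114, 0.0571 and 0.371). With DMSO the SW480 vector libraries scored -3.345 and -3.515, below the SW620 vector libraries, whereas the SW480 Tet2CD libraries scored -3.259 and -3.061, above the SW620 Tet2CD libraries, and 2 against 2 libraries were not tested.

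**Figure D4:**
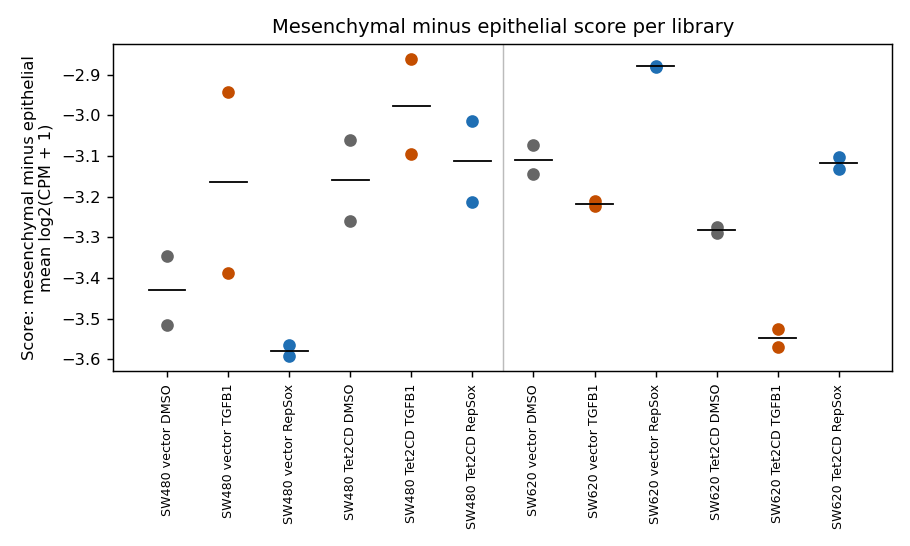
Mesenchymal minus epithelial score of each library (mean log2(CPM + 1), vertical axis) for the 12 groups. Points are libraries, coloured by treatment, and bars are the mean of 2. In SW620 vector cells the scores with TGFB1 (-3.223 and -3.211) lie below those with DMSO (-3.145 and -3.073).

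Whether TGFB1 or RepSox changed the response to Tet2CD was tested within each line. In SW480, PPARG, which was lower with Tet2CD under DMSO, stood at 9.88 ± 0.670 CPM in Tet2CD cells and 14.1 ± 3.53 CPM in vector cells under TGFB1 (difference of effects 2.55, SE 0.36, adjusted p = 0.019). NEURL1B went from 50.9 ± 8.77 to 107 ± 17.3 CPM with TGFB1 in Tet2CD cells and from 27.2 ± 3.17 to 11.6 ± 0.281 CPM in vector cells (2.31, SE 0.28, adjusted p = 0.00384). These 2 were the only genes called, DESeq2 gave 12, the absence of the filter 44, and the GC offset and SW480 libraries alone 0, with 741 at an unadjusted p under 0.05. Without SW480 Tet2CD DMSO replicate 1, vector DMSO replicate 2 or vector TGFB1 replicate 2 the edgeR total was 0, and it was 1 without Tet2CD TGFB1 replicate 1, vector DMSO replicate 1 or Tet2CD DMSO replicate 2. Cholesterol synthesis (adjusted p = 6.12e-11, and adjusted p = 0.0465 with an estimated correlation), proliferation (9.41e-05, and adjusted p = 0.0229 with an estimated correlation) and heat shock genes (0.000227, and adjusted p = 0.0465 with an estimated correlation) were lower in this contrast, with no member called, and 2 of the 3 libraries that stand apart enter it. Without those libraries cholesterol synthesis and heat shock genes did not hold (adjusted p = 0.083 and 0.0911 with an estimated correlation). The stress response list (1.21e-05) had an adjusted p = 0.29 with an estimated correlation. For RepSox in SW480 edgeR called 0 genes (294 at an unadjusted p under 0.05, DESeq2 0, edgeR without the filter 29), and without SW480 Tet2CD RepSox replicate 2 it called 6. In SW620 edgeR called 0 with TGFB1 (201 at an unadjusted p under 0.05, DESeq2 1, without the filter 20) and 0 with RepSox (188 at an unadjusted p under 0.05, DESeq2 0, without the filter 21).

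The last comparison set SW480 against SW620 vector cells, where the study describes genes of the WNT/beta-catenin pathway as higher in SW480. CTNNB1 was higher in SW480, at 1260 ± 5.74 against 461 ± 24.8 CPM (1.46, SE 0.25, adjusted p = 0.000238), and the target cyclin gene CCND1 at 2240 ± 133 against 205 ± 11.8 CPM (3.44). RORA was higher (3.65, SE 0.50, adjusted p = 2.73e-05) and CDH1 lower (-1.21, SE 0.25, adjusted p = 0.00111), while TET2 (0.68, SE 0.71, adjusted p = 0.498) and SPARC (at least 2.23-fold, adjusted p = 0.132) were not called. The basal keratin gene KRT5 had the largest measured difference (12, SE 0.67). Other genes with no count in SW620 were at least 318-fold (ANKRD1), at least 172-fold (WNT5A) and at least 150-fold (IGFBP7) higher in SW480, and SMOC2 was at least 382-fold and the coagulation factor gene F5 at least 123-fold lower. The membrane metalloendopeptidase gene MME (-10.15) and the imprinted gene PEG10 (-10.13) were also lower.

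Of 24 WNT/beta-catenin targets 11 were higher and 8 lower, with APCDD1 (5.03) and CCND1 above and SOX4 (-3.40) and EPHB2 (-2.45) below, and of 31 pathway components 15 were higher, such as FZD7 (6.80) and FZD1 (4.87), and 8 lower, such as FZD10 (-5.38) and LRP6 (-2.20). Neither list was past the threshold (adjusted p = 0.64 and 0.132). Epithelial genes had 4 higher, such as MAL2 (8.21) and CLDN7 (5.07), and 5 lower of 25, and mesenchymal genes 5 higher, such as ACTA2 (5.49), and 4 lower, such as LUM (-6.10) and TNC (-4.51), of 21 (0.423 and 0.958). Fatty acid metabolism had 8 higher and 3 lower of 28 (10 and 3 adjusted over the list alone), such as ACSL1 (3.06), FADS2 (2.82) and DECR1 (-2.34), with an adjusted p of 0.273. Of 25 TGF-beta/SMAD targets 12 were higher and 2 lower, with LTBP2 (5.32) and CDKN1A (5.10) above and CDKN2B (-3.28) below, and of 20 cholesterol synthesis genes 12 were higher and 0 lower, such as CYP51A1 (2.65), both lists with an adjusted p = 0.142 with an estimated correlation. Of 18 intestinal differentiation genes 9 were lower, such as TFF3 (-7.66) and VIL1 (-2.79), and 2 higher, CDX2 (1.36) among them (adjusted p = 0.0767 with an estimated correlation). Among DNA methylation enzymes TET1 (-4.31) and TDG (-1.76) were among 5 lower and IDH1 was higher (1.61). Proliferation genes were higher for 10 and lower for 1 of 27, such as RRM2 (2.29), and heat shock genes for 9 and 2 of 17. In total 2722 genes were higher and 2564 lower (5286, and 11367 averaged over 6 groups), and 80 of 93 named genes passed whichever library was left out. The list test gave adjusted p of 1.67e-05 for cholesterol synthesis, 0.000445 for intestinal differentiation, 0.00603 for TGF-beta/SMAD targets, 0.0123 for heat shock genes and 0.0208 for proliferation, and none held (adjusted p = 0.142, 0.0767, 0.142, 0.142 and 0.142 with an estimated correlation).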

Values the study reported

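The study reported 285 genes that rose with the TET2 catalytic domain in SW480 cells and not in SW620 cells, from which 7 were chosen for follow-up. It lists more than one RNA-seq series, and this number was not compared with counts here. It stated a sequencing depth of 10 M paired-end reads of 50 nucleotides and a share of qualified reads of 97.37%.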

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

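The test of oxygen or medium depletion, the test of a mixture in the TGFB1 and RepSox pairs and the fits without the 3 SW480 Tet2CD replicate 1 libraries were chosen only after the result was seen. The response to Tet2CD differed between SW480 and SW620 for 74 genes, the response to TGFB1 for 317 and the response to RepSox for 157, each by an interaction test, and TGFB1 changed the response to Tet2CD in SW480 for 2 genes. For RORA the TGFB1 response in SW480 minus that in SW620 was -1.83 (SE 0.44, edgeR's quasi-likelihood test, adjusted p = 0.0401), and leaving out any 1 of 13 of the 16 libraries ended this call.

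Sets of 4 libraries of the same line and treatment were also searched for a library far from its neighbours, with 24 sets tested and about 1 in 20 picked out by chance. SW620 vector RepSox replicate 2 had a total expected count of 2.911 M (2911105), with its nearest neighbour at 3.94 M. The ribosomal protein share of SW480 Tet2CD TGFB1 replicate 1 was 11.75% (nearest 5.9%), and that of SW480 Tet2CD RepSox replicate 1 was 14.96% (nearest 7.35%).

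The SW480 Tet2CD replicate 1 libraries stood apart from replicate 2 under all 3 treatments. Lower depth falls short as an explanation, since SW480 vector pairs thinned to the same totals reached 50.8% of the spread. That figure is not a share due to depth. Before thinning, the SDs of the vector pairs were already 0.470 with DMSO, 0.468 with TGFB1 and 0.541 with RepSox. The Tet2CD pairs had 0.697, 0.968 and 1.133 in the same order. A mixture with cells that lack the construct is argued against by genes at least 16-fold above vector cells, whose median log2 ratio of replicate 1 to 2 was 0.051 with DMSO (20 genes, quartiles -0.263 and 0.653), 0.148 with TGFB1 (32 genes, -0.278 and 0.712) and 0.298 with RepSox (18 genes, -0.001 and 1.442), while TET2 itself had -1.047, -1.674 and -2.646 in the same order. A fit on GC content and gene length accounted for a median of 59.6% of the variance of the replicate ratio, so a bias of that kind may be a source, but it also accounted for 53.7% in SW480 vector TGFB1 and 54.8% in SW620 vector RepSox and is not specific to these pairs. No biological explanation was tested, and neither was the lower level of TET2 as a source.

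Hypoxia and glycolysis genes were higher with TGFB1 in each line. A GC bias is argued against by a list median of 1.308 in SW620 with a GC offset, and a difference between the runs of library numbers by within-run means of at least 1.111 in SW620 and 0.518 to 0.674 in SW480. Depletion of oxygen or medium in the treated cultures could also raise these genes. The list median with RepSox in SW620 was -0.098, which speaks only of RepSox cultures, and oxygen or medium depletion and an effect of TGFB1 itself cannot be told apart because nothing about the cultures with TGFB1 was measured.

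H19 and AFAP1-AS1 were higher with Tet2CD in SW620 as in SW480. RNA or reads carried over from SW480 Tet2CD libraries are argued against by 42 genes near absent from SW620 vector cells, whose median gain was 0.0237% of the SW480 Tet2CD level (upper quartile 0.305%), against 9.04% for H19 and 2.62% for AFAP1-AS1. Reads from the overlapping gene AFAP1 as the source in SW620 are argued against by its change of 0.157 (SE 0.226). An effect of the construct on both genes may therefore be a hypothesis to follow, found and tested on the same data, and the calls in SW620 rest on 2 against 2 libraries.

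Other splits of the same libraries were counted with a model of construct and split, or of the split alone where it equals the construct, and totals differ somewhat from those of the fit of all libraries. In SW620 only the real split, 1 of 35, gave as many as 2574 genes with TGFB1 (highest other 9). The same held for 792 with RepSox (highest other 11). Chance is unlikely, not excluded: others leave the effect in the spread. For TGFB1 in SW480, 3 of 35 splits gave as many as 158 genes (highest other 5990), so this count does not exclude chance. Of the 2 others, that with 5990 parts Tet2CD from vector cells, a structure of the samples. That with 947 keeps the vector cells' real split and parts Tet2CD replicates 1 from 2. No split had a run term per line and construct, which raised the real total. For RepSox in SW480 the real split gave 0 genes, which 35 of 35 splits reach (highest other 6242, again Tet2CD against vector cells), so the count says nothing about chance. For the difference between lines, 3 of 36 splits gave as many as 353 genes with TGFB1 (highest other 917) and 2 of 36 as many as 220 with RepSox (highest other 398). The splits above the real one keep the real treatment split of the SW620 libraries and so hold that response, and the 33 splits that move SW620 libraries gave at most 1 gene with TGFB1 and 8 with RepSox, so these counts do not settle whether chance can be excluded.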

How the results depend on the processing

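The fits without the 3 SW480 Tet2CD replicate 1 libraries, the permutation of the score within construct, the run term within line and construct and the lists without TET2 were chosen after seeing the data, and the other alternatives were planned. No paired analysis was possible by replicate number, because the labels give none. A blocked fit was possible with the run of library numbers as a term, and it moved no total by over 1.5 times (1515 against 1035 for Tet2CD in SW480). The replicate differences of the 3 SW480 Tet2CD groups correlated at 0.603 to 0.714 across genes, but most pairs of groups, as in SW620, lay near 0, so the run, as a hint from the data and not the labels, does not pair all libraries. A run term within each line and construct, fitted for differences between treatments, gave 1361 genes for TGFB1 and 5 for RepSox in SW480, 5088 and 2185 in SW620, 1549 and 1012 for their differences between lines and 15 for the Tet2CD effect under TGFB1 in SW480. Where leaving out a library left a group with 1, that library was assumed to vary like the other groups. Of named genes called in the main fit or the alternative, 1 turned sign (below). The numbers of named genes that kept their side of the threshold, lost their call or gained one were 762, 9 and 12 with DESeq2, 829, 4 and 1 with relative log expression, 783, 29 and 22 without the filter, 803, 21 and 10 with the GC offset, 830, 1 and 3 with the library number, 534, 0 and 32 with the run term per line and construct, 391, 68 and 9 with 1 line alone, 186, 66 and 1 with vector cells alone, 169, 84 and 0 with Tet2CD cells alone, 147, 0 and 26 averaged over treatments, 91, 2 and 1 averaged over 6 groups, 795, 5 and 34 without the 3 libraries, and 5911, 905 and 16 with 1 left out. The cause was not tested. Fewer samples cannot explain more genes in SW620 alone, a fit without the wider SW480 Tet2CD pairs (SD 0.697 to 1.133). At these depths genes of a few counts limit what can be called, and for the lists only the estimated correlation, relative log expression and the omission of the 3 libraries or of TET2 were run.

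Tet2CD in SW480 gave 1035 genes in the fit of all libraries, 2367 without the filter, 196 with SW480 libraries alone, 8336 averaged over the 3 treatments, 1606 without the 3 libraries and 177 (without SW480 vector DMSO replicate 2) to 1165 with 1 library left out. Tet2CD in SW620 gave 4, and 2 with relative log expression, 42 without the filter, 7 with SW620 libraries alone, 48 averaged over treatments, 9 without the 3 libraries and 0 to 1 with 1 left out. Their difference gave 74, and 212 with DESeq2, 434 without the filter, 115 with the GC offset, 3083 averaged over treatments, 289 without the 3 libraries and 10 to 58 with 1 left out.

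TGFB1 in SW480 gave 160, and 406 with DESeq2, 297 without the filter, 334 with the GC offset, 0 with SW480 libraries alone, 81 in vector and 14 in Tet2CD cells, 1002 without the 3 libraries and 49 to 278 with 1 left out. TGFB1 in SW620 gave 2383, and 5761 with SW620 libraries alone, 759 in vector and 733 in Tet2CD cells, 5447 without the 3 libraries and 1516 to 1938 with 1 left out. The difference gave 317, and 585 with DESeq2, 635 with the GC offset, 1327 without the 3 libraries and 128 to 429 with 1 left out.

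RepSox in SW480 gave 0, and 1 with DESeq2, 38 without the filter and 0 to 11 with 1 left out. RepSox in SW620 gave 717, and 2861 with SW620 libraries alone, 132 in vector and 141 in Tet2CD cells, 2430 without the 3 libraries and 343 to 412 with 1 left out. The difference gave 157, and 314 with DESeq2, 262 without the filter, 577 without the 3 libraries and 63 to 776 with 1 left out. SW480 against SW620 gave 5286, and 11367 averaged over 6 groups, 7903 without the 3 libraries and 3586 to 3730 with 1 left out. The Tet2CD effect under TGFB1 in SW480 gave 2, and 12 with DESeq2, 44 without the filter, 0 with the GC offset, 0 with SW480 libraries alone, 3 without the 3 libraries and 0 to 2 with 1 left out. Under RepSox in SW480 it was 0, and 29 without the filter and 0 to 6 with 1 left out, and in SW620 it was 0, and 1 with DESeq2 and 20 without the filter under TGFB1 and 21 without the filter under RepSox.

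Of the list tests 66 were past the threshold, 27 with the estimated correlation, 65 with relative log expression, 84 without the 3 libraries and 28 without them and with the estimated correlation. With TET2 taken out of the lists they were 63 and, with the estimated correlation, 29, and without the 3 libraries as well 75 and 24. With a pseudocount of 0.25 and with TPM the score differences were 0.271 and 0.15 for TGFB1 and -0.106 and -0.075 for RepSox in SW480, and -0.188 and -0.197 for TGFB1 and 0.218 and 0.194 for RepSox in SW620. The DNA methylation enzymes in SW480 Tet2CD cells turned direction without the 3 libraries (adjusted p = 0.00656), but not with TET2 also left out, and FBLN1 in SW480 against SW620 went from -1.05 to 0.381 averaged over 6 groups.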

Other observations

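The permutation of the score within construct and the list tests without the 3 replicate 1 libraries were chosen only after the result was seen. Some single genes of the TGF-beta pathway, chosen after their values were seen, differed between the vector cells of the lines at baseline, where 5286 of 15302 genes were called. SMAD7, an inhibitor of the pathway, was higher in SW480 (log2 fold change 3.84, edgeR's quasi-likelihood test, adjusted p = 1.56e-05), as was the receptor gene TGFBR1 (1.89, adjusted p = 0.000576), and TGFBR2 (-2.02, adjusted p = 0.00125) and SMAD3 (-0.85, adjusted p = 0.00746) were lower.

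TKTL1, which fell with TGFB1 in SW480, also differed with Tet2CD, at 222 ± 14.7 CPM in Tet2CD and 4.74 ± 0.896 CPM in vector cells with DMSO. PMEPA1, a target of the pathway, was higher with TGFB1 in SW620 vector cells (66.0 ± 11.2 against 53.2 ± 1.81 CPM) and also with the receptor inhibitor RepSox (118 ± 0.774 CPM).

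The study describes SW620 turning mesenchymal with 3 TGF-beta ligands and SW480 epithelial with RepSox, from another score after 3 days and cell migration. These libraries (24 h, TGFB1 alone) do not test that. The score difference was -0.187 with TGFB1 in SW620 (exact permutation test, two-sided, p = 0.2, and p = 0.0556 within construct, the least possible). It was -0.051 with RepSox in SW480 (same exact tests, p = 0.771 and p = 0.556). With TGFB1 in SW620 the epithelial list was up (adjusted p = 0.00204, and adjusted p = 0.00913 with an estimated correlation), CDH1 among its genes (0.79, adjusted p = 0.00474), and of the mesenchymal genes ITGA5 (2.18) and COL1A1 (0.83) rose and TNC (-1.28) fell. With RepSox in SW480 the epithelial list had a median of 0.15 (up, adjusted p = 0.202, and adjusted p = 0.415 with an estimated correlation), and without the 3 replicate 1 libraries an adjusted p = 0.0303 (adjusted p = 0.147 with an estimated correlation).

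The median total expected count per library was 3653712. That is lower than the sequencing depth quoted from the study above, which counts reads before they are assigned to genes.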
